A study of Mus musculus with 6 samples. Its data were reported in "Growth Factor PDGF-BB Stimulates Cultured Cardiomyocytes to Synthesize the Extracellular Matrix Component Hyaluronan" (2010).

How the data were processed

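Total RNA from HL-1 cells, a cardiomyocyte line derived from mouse atrium, was measured on 6 arrays of an Illumina MouseRef-8 beadchip. There were 3 groups of 2 arrays: untreated cells, cells given hyaluronan chains of 6 sugars (o-HA) and cells given hyaluronan of 1000 kDa (n-HA). Per the labels, RNA was kept in RNAlater, extracted with a miRNeasy kit, and amplified and labelled with the Illumina TotalPrep kit. All 6 arrays lay on 1 chip, untreated replicates at places F and G, o-HA replicates at C and D, and n-HA replicates at A and B. Each group had its own pair of neighbouring places, so chip position and group cannot be told apart. The 2 hyaluronans were also given at different doses.

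The authors deposited a table of bead intensity per probe from BeadStudio 3.3 (version from the submitters' processing notes), on a linear scale and before normalization. The deposited table also gives a detection p-value per probe and array, taken against negative control beads, with the number of beads and their standard error. A second deposited table holds the authors' normalized intensity values. The authors normalized them by cubic spline, and ranks within each array are the same as in the first table (rank correlation 1 on every array). Values below 0 made up 38.1% of each column, so a background had been subtracted as well. Its column medians were 1.691 and 1.687 for untreated replicates 1 and 2, 1.692 and 1.687 for the o-HA replicates, and 1.689 and 1.694 for the n-HA replicates. The scale is linear and the columns were brought to 1 common distribution; which background value was subtracted is not stated. The test that the authors ran in BeadStudio could not be rerun, because the program and its control beads are not available.

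Of the 25697 probes, 23978 carried 1 gene symbol, 0 carried several and 1719 carried none. The bead intensities were background-corrected with the neqc function of limma 3.58.1 in R 4.3.3, using negative controls inferred from the detection p-values. An offset of 16 was added, and arrays were brought to a common distribution by quantile normalization and put on the log2 scale. Probes with a detection p-value under 0.05 on at least 2 of the 6 arrays were tested, which gave 6194 probes of 4885 genes. A model with a mean per group was fitted to the 3 groups together with lmFit and eBayes (3 residual and 3.145 prior degrees of freedom). P-values were two-sided and adjusted by the Benjamini-Hochberg method over all probes tested, with a threshold of 0.05. Every adjusted p-value given for a probe comes from limma. The labels do not say whether the 2 replicates of a group were separate cultures, so p-values measure the spread between samples, and the number of arrays limits the precision. Where no array of a group detected a probe, its fold change is given as a lower bound ("at least"). The bound is the brighter group's mean set against the lowest log2 value still detected in the other group, averaged over its arrays. Levels of different probes were not set against each other, since probes differ in how well they bind.

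Gene lists were tested with camera in limma, with a preset correlation between genes of 0.01, on 1 probe per gene (the one with the highest mean). Lists with at least 5 tested genes entered the test, and p-values were adjusted over the lists. Camera was repeated with an estimated correlation, and the lists were also tested with fry. The 29 lists covered hyaluronan synthesis and precursor supply, hyaluronan breakdown, binding and receptors, NF-kB and TLR targets, interferon-stimulated genes, growth factors and their receptors, immediate early genes, sarcomere and contractile proteins, cardiac calcium handling and ion channels, cardiac transcription factors, and the hypertrophy and foetal gene programme. Markers of other cell types were listed for fibroblasts and matrix, smooth muscle, endothelium, leukocytes and pigment cells. The remaining lists held cell cycle genes, p53 targets, apoptosis regulators, cytosolic and mitochondrial ribosomal proteins, oxidative phosphorylation subunits, fatty acid oxidation and peroxisome genes, glycolysis, cholesterol biosynthesis, the unfolded protein response, heat shock proteins, oxidative stress (Nrf2) targets, the hypoxia response and reference genes. Of 1051 list entries 945 had a probe. The ribosomal, p53, apoptosis and pigment lists were written with knowledge of the genes that the study listed for these samples, so their direction is not independent evidence. The study's own gene lists were left out of the adjustment for the same reason.

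Genes were named by a rule. In each comparison these were the 10 largest rises and the 10 largest falls among probes past the threshold and detected on the arrays of the brighter group. Where none passed, they were the 5 probes of smallest p-value in each direction whose groups did not overlap, given as values. Up to 4 members of each list that passed were named, and a panel of Has1, Has2, Has3, Cd44, Hmmr, Nppa, Nppb, Myh6, Tgfb2, Gapdh and Actb was reported throughout. The groups, models, lists, this rule and the alternatives below were fixed before the data were examined. The alternatives were no background correction, cyclic loess or no normalization, the authors' normalized values, an offset of 50, other filters on dim probes, a variance trend, array weights, only the groups compared, replicate number as a block, the study's thresholds (fold 1.5 and signal 50), the other set tests, and leaving out each array. The thresholds taken from the study left out its detection step. A count with the study's thresholds, one with the authors' values and one with values normalized over all arrays, each without n-HA replicate 1, were chosen after seeing the data. Naming genes from the model without that array, by the same rule, was also chosen after seeing the data. In that model n-HA was 1 array, which was taken to vary like the arrays of the other groups. The data go against this, since log2 differences between the 2 n-HA arrays had an SD of 0.9204. That SD was 0.2675 between the untreated arrays and 0.2665 between the o-HA arrays. P-values for 1 n-HA array therefore do not measure the spread between n-HA samples.

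The correlation of the 2 sets of fold changes was set against 100 simulations of unchanged groups sharing the untreated arrays. The tests were run on simulated data of the same size, in which 100 probes were changed 2-fold and 100 were changed 4-fold. With all 6 arrays the model recovered 1 of the former and 49 of the latter, with 3 false calls. Without n-HA replicate 1 it recovered 53 and 89, with 1 false call. Only o-HA against untreated was simulated, with the same spread of a probe on every array. Comparisons with n-HA and groups of unequal spread were not covered. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.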

Results

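Gene expression was measured in HL-1 cells, a mouse cardiomyocyte line of atrial origin, that were left untreated or given hyaluronan. Hyaluronan is a long unbranched sugar polymer of the extracellular matrix. It was given either as short chains of 6 sugars (o-HA) or as native-size chains of 1000 kDa (n-HA), with 2 arrays in each of the 3 groups. The design asked whether hyaluronan around cardiomyocytes alters their transcription, and whether chain length matters. The n-HA arrays were dimmer than the rest. Mean bead intensity was 140.9 and 121.6 on the untreated arrays, 125.1 and 131.8 on the o-HA arrays, and 110.1 and 93.3 on the n-HA arrays. The median lay between 61.4 and 63.7 on every array. Detected probes numbered 5763 and 5449 in untreated cells, 5504 and 5443 with o-HA, and 4767 and 4546 with n-HA, of 25697 probes. Each probe was read from a median of 41 beads.

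1 array stood apart. The log2 values of n-HA replicate 1 correlated with those of the other 5 arrays at 0.817 to 0.873, across probes, while the other 5 correlated with each other at 0.962 to 0.989. The SD of its differences from the mean of the other arrays was 0.977 on the log2 scale. That SD was 0.397 for n-HA replicate 2, 0.280 and 0.288 for the o-HA arrays, and 0.359 and 0.403 for the untreated arrays. All 3 groups share 1 estimate of spread, so this array widened the error of every comparison. Counts of probes and of lists that passed are therefore given with all 6 arrays and without this array.

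**Figure D1:**
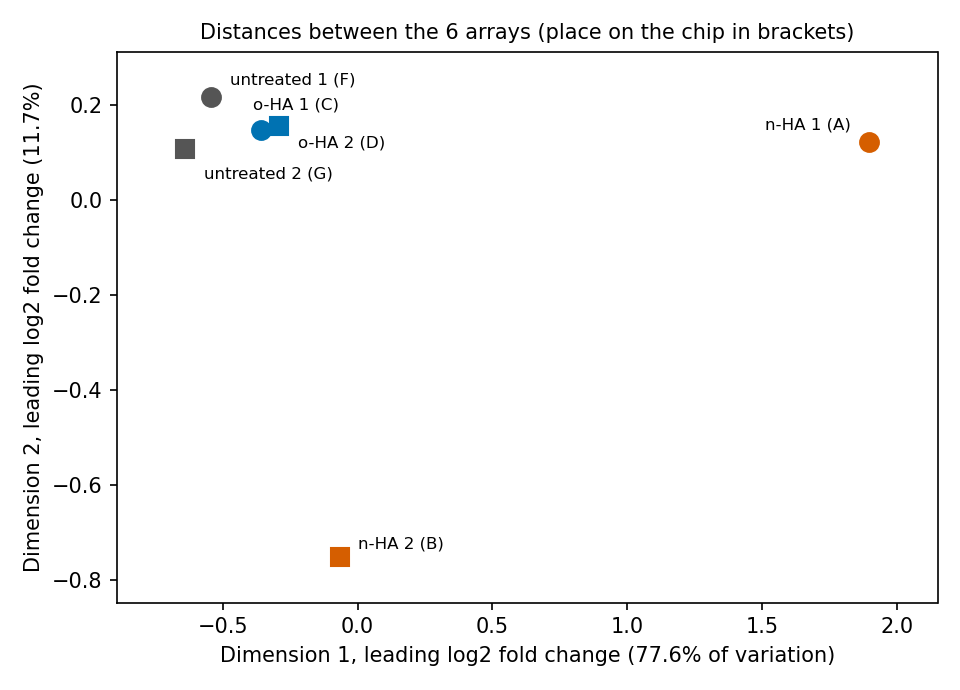
Distances between the 6 arrays in 2 dimensions of multidimensional scaling of the log2 values (axes in leading log2 fold change, circles for replicate 1 and squares for replicate 2, colour for group, place on the chip in brackets). Along dimension 1, which holds 77.6% of the variation, n-HA replicate 1 lies far from the other 5 arrays, and n-HA replicate 2 parts from them along dimension 2 (11.7%).

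The untreated cells expressed cardiac muscle genes. Myl4, the atrial light chain of myosin, had a mean log2 intensity of 11.7 (SD 0.24, n = 2), Tnnc1, the calcium-binding subunit of cardiac troponin, 11.3 (SD 0.10), and Nppa, the atrial natriuretic peptide, 7.17 (SD 0.14). Of the 31 sarcomere genes on the array 20 were detected in both untreated samples. So were 13 of 31 calcium handling genes and 9 of 22 cardiac transcription factors. Among these, Atp2a2 (11.3, SD 0.27) and Nkx2-5 (5.83, SD 0.003) were detected on all 6 arrays. The calcium handling genes Ryr2 and Pln and the transcription factor Gata4 were detected on 0 arrays. Markers of other cell types were mixed. The matrix genes Col1a1 and Dcn, the endothelial genes Pecam1 and Cdh5 and the leukocyte gene Ptprc were detected on 0 arrays, whereas Sparc (11.3, SD 0.05) and the smooth muscle gene Acta2 (12.2, SD 0.12) were abundant. Of the hyaluronan synthases, Has1 was detected on 0 arrays, Has2 on 1 n-HA array and Has3 on 1 untreated array. The hyaluronan receptor Hmmr and the growth factor gene Tgfb2 were detected on 0 arrays. None of these 5 genes could be tested.

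With o-HA, the cytosolic ribosomal proteins, which build the translating ribosome, rose as a group by camera with a preset correlation, and the sarcomere and contractile proteins fell. For both lists adjusted p = 0.455 by camera with an estimated correlation (medians 0.12 and -0.17, 2 arrays against 2), so neither call held there. The estimated correlations were -0.0052 (ribosomal) and -0.0012 (sarcomere), below the preset 0.01. A higher correlation between genes was therefore not why these p-values rose. Fry gave no call (lowest adjusted p = 0.241). Of 49 measured ribosomal genes 34 were higher and 15 lower than in untreated cells, with a median log2 fold change of 0.12 (adjusted p = 0.00853, camera, 2 arrays against 2). Of 22 measured sarcomere genes 7 were higher and 15 lower, with a median of -0.17 (adjusted p = 0.0483). Over the settings that kept all 6 arrays, the lowest adjusted p of any list by camera or fry ranged from 0.00153 to 0.455. The medians of both lists kept their sign under every scaling tried. The sarcomere list did not pass with no background correction, an offset of 50, the authors' values or either other filter on dim probes, and neither list passed with no normalization. Among ribosomal genes Rpl24 stood at 0.86 (SE 0.29), Rps15 at 0.70 (SE 0.24), Rpl34 at 0.54 (SE 0.21) and Rps27l at 0.46 (SE 0.20). Among sarcomere genes Tnnc1 stood at -1.22 (SE 0.22), Myl3 at -0.72 (SE 0.30), Myh6, the alpha heavy chain of cardiac myosin, at -0.68 (SE 0.22), and the atrial light chain gene Myl7 at -0.63 (SE 0.25). Of the ribosomal genes 0 passed over all probes and 0 when adjusted over the list alone. Of the sarcomere genes 0 passed over all probes and 1, Tnnc1, was lower when adjusted over the list alone. The study itself had listed 3 of the ribosomal and 3 of the sarcomere genes, and 1 and 6 members belong to another list. Without the genes the study listed, the ribosomal list had an adjusted p of 0.0742 and the sarcomere list 0.444 by camera. The study picked those genes as changed on these same samples, so removing them would raise p whether or not the rest of a list shifted. The same holds wherever such genes are left out below. The number of lists past the threshold was 0 without untreated replicate 1 and 3 without untreated replicate 2. It was 1 without o-HA replicate 1, where the list rose, and 1 without o-HA replicate 2, where another list fell. It was 4 without n-HA replicate 1 or replicate 2, where a single n-HA array adds nothing to the estimate of spread. Leaving out either n-HA array is therefore nearly the same o-HA comparison.

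No single probe passed for o-HA with all 6 arrays, where 0 of 6194 did by limma and the lowest adjusted p was 1. At an unadjusted p under 0.05 there were 78 probes, 34 higher and 44 lower. The probes with the smallest p-values above untreated cells were Bglap (osteocalcin) at 1.13 (SE 0.28), Glmp, a lysosomal membrane protein, at 1.03 (SE 0.28), Nppb, the brain natriuretic peptide released by stressed cardiomyocytes, at 0.94 (SE 0.25), Csrp3, a muscle LIM protein of the Z-disc, at 0.83 (SE 0.23), and a probe with no gene name (ILMN_2907655) at 1.03 (SE 0.21). Those below were Tnnc1, the endocytic adaptor Pacsin2 (at least 1.80-fold lower), the integrin subunit Itga2b at -0.88 (SE 0.21), the sorting nexin Snx19 at -0.82 (SE 0.21) and the ATP-gated channel P2rx1 at -0.90 (SE 0.23). A second probe of Csrp3 stood at 0.41, a second probe of Itga2b at 0.12 and a second probe of Snx19 at -0.01.

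Leaving out n-HA replicate 1, 24 probes passed for o-HA, 10 higher and 14 lower, and 831 had an unadjusted p under 0.05. The same number, 24, passed without n-HA replicate 2, and 0 passed without any of the untreated or o-HA arrays. A single n-HA array has its own group mean and adds nothing to the estimate of spread. Leaving out either n-HA array thus gives nearly the same o-HA comparison, so the equal counts are not a separate check. The strongest fall was that of Tnnc1 (log2 fold change -1.21, SE 0.17, adjusted p = 0.0188, 2 arrays against 2). The heart transcription factor Tbx5 fell (-1.05, SE 0.18, adjusted p = 0.0258), as did Rrad, a GTPase that restrains calcium channels (-0.86, SE 0.17, adjusted p = 0.0439). Sik1, a salt-inducible kinase (-1.18), Mcm10, a factor of DNA replication (-1.16), and Rasgrf1, an exchange factor for Ras (-1.11), fell with adjusted p-values of 0.0188 to 0.0246. Plppr1 (95% interval -1.38 to -0.62), Exoc3l4 (-0.98), P2rx1 (-0.95), Itga2b (-0.92), Las1l (-0.90), Snx19 (-0.86), Susd2 (-0.84) and Pacsin2 (at least 1.86-fold lower) fell too. Among the rises were Bglap (1.12, SE 0.20, adjusted p = 0.0280), Grina (1.06, SE 0.17, adjusted p = 0.0246), Glmp (1.02) and Renbp, which binds renin (1.01). Slc6a6, the taurine transporter (0.93), Tfrc, the transferrin receptor (0.92), Eif3f, a translation initiation factor (0.91), Ccng1, cyclin G1 (0.91), Ass1, an enzyme of arginine synthesis (0.89), and ILMN_2907655 (1.03) rose as well. Nppb (adjusted p = 0.0553, 0.94) and Csrp3 (adjusted p = 0.0691) did not pass. The 2 bright probes of Ccng1 stood at 0.92 and 0.85 with all 6 arrays. Other probes stood nearer 0 for Glmp (0.22), Exoc3l4 (-0.25), Plppr1 (-0.48) and Rasgrf1 (-0.63, and -0.01 on a dim probe). With the authors' normalized values, 0 probes passed for o-HA even without n-HA replicate 1, where 744 had an unadjusted p under 0.05 and the lowest adjusted p was 0.190.

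**Figure D2:**
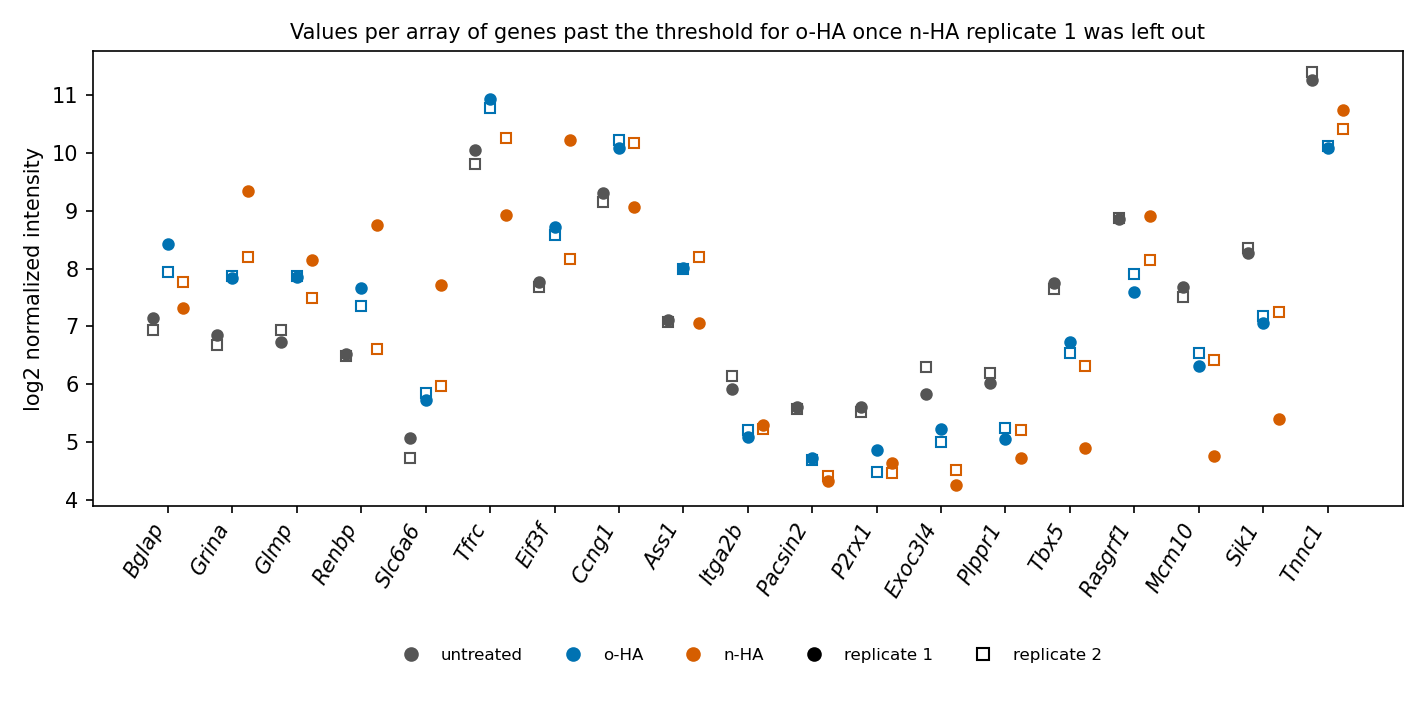
The log2 intensity of 19 named genes on each of the 6 arrays (vertical axis, filled circles for replicate 1 and open squares for replicate 2, colour for group). For Tnnc1 and Tbx5 the o-HA arrays lie below the untreated arrays, for Bglap and Ccng1 above them, and the 2 n-HA arrays often lie far apart.

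In the same model 4 lists passed for o-HA. Ribosomal proteins rose (32 higher, 16 lower, median 0.12, adjusted p = 0.00330), as did oxidative phosphorylation subunits (44 of 61 higher, 17 lower, median 0.13, adjusted p = 0.0119) and p53 targets (8 of 11 higher, 3 lower, median 0.11, adjusted p = 0.0442). Sarcomere proteins fell (6 higher, 16 lower, median -0.18, adjusted p = 0.0442). For all 4 lists adjusted p = 0.684 with an estimated correlation. Adjusted over the list alone, 7 ribosomal genes were higher, 5 sarcomere genes lower, 3 p53 targets higher and 0 oxidative phosphorylation genes changed, while over all probes only Tnnc1 and Ccng1 of these lists passed. Examples among members were Rps7 (0.80, SE 0.19) and Rps24 (0.75, SE 0.18), the respiratory chain genes Ndufb8 (0.65, SE 0.18), Ndufb6 (0.64, SE 0.17), Atp5l (0.61, SE 0.18) and Cox8b (0.58, SE 0.18), and the Z-disc gene Ldb3 (-0.72, SE 0.17). Among p53 targets Phlda3 stood at 0.60 (SE 0.20), Apaf1, a part of the apoptosome, at 0.59 (SE 0.18) and Mdm2, which degrades p53, at 0.44 (SE 0.18). Leaving out genes the study listed (1 of the p53 targets and 1 oxidative phosphorylation subunit), the adjusted p was 0.0260 for ribosomal and for oxidative phosphorylation genes, 0.328 for p53 targets and 0.373 for sarcomere genes.

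The other lists did not pass for o-HA with all 6 arrays. The p53 targets (8 higher, 3 lower, adjusted p = 0.0668, median 0.10) and the oxidative phosphorylation subunits (44 higher, 18 lower, adjusted p = 0.110, median 0.13) came nearest. The mitochondrial ribosomal proteins had 29 higher and 15 lower, the hypertrophy and foetal programme 11 and 3, cell cycle genes 10 and 16, glycolysis genes 4 and 10, and cardiac transcription factors 2 and 8. Calcium handling genes had 6 higher and 9 lower, fatty acid oxidation genes 8 and 10, heat shock proteins 5 and 8, unfolded protein response genes 8 and 6, growth factors and receptors 7 and 5, interferon-stimulated genes 6 and 4, and Nrf2 targets 6 and 4. Hyaluronan breakdown and binding genes had 5 higher and 4 lower, immediate early genes 4 and 4, hypoxia genes 5 and 5, apoptosis regulators 3 and 5, cholesterol genes 3 and 5, NF-kB targets 3 and 2, and reference genes 6 and 3. Among markers of other cells, fibroblast genes had 4 higher and 6 lower, smooth muscle genes 1 and 6, endothelial genes 2 and 4, and leukocyte genes 3 and 2. The hyaluronan synthesis list (1 higher, 1 lower) and the pigment list (3 higher, 1 lower) were too small to test.

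**Figure D3:**
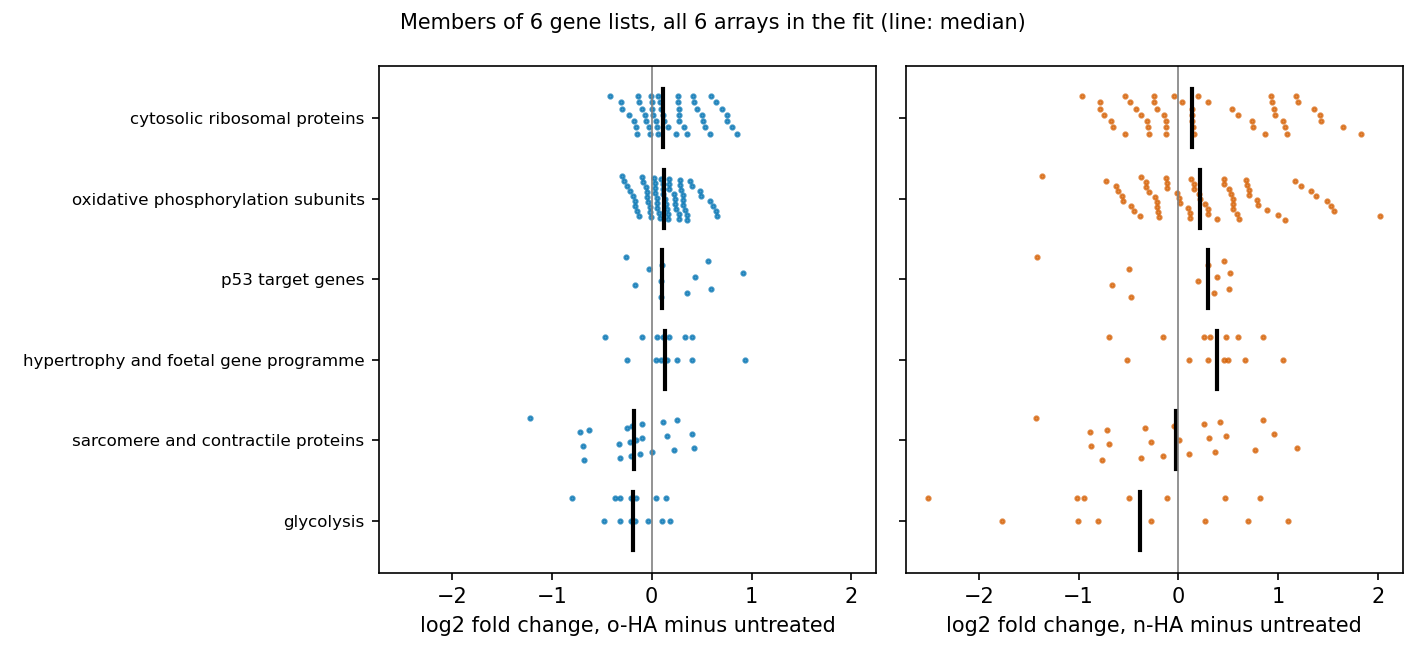
Log2 fold change against untreated cells of the measured members of 6 gene lists with all 6 arrays, o-HA on the left and n-HA on the right (1 point per gene, black line at the median). The ribosomal median lies at 0.12 and the sarcomere median at -0.17 with o-HA, and the n-HA members are spread more widely; with no normalization between arrays the n-HA medians of the ribosomal (-0.53), oxidative phosphorylation (-0.31) and p53 (-0.49) lists lie below 0, where the median of all probes is -0.35.

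With n-HA, a probe of the histone methyltransferase gene Ehmt1 was at least 3.44-fold lower than in untreated cells, Asah1, which encodes acid ceramidase, stood at -2.40 (SE 0.29), and the membrane ligand gene Efnb1 at 1.31 (SE 0.22). None of these passed, since 0 of 6194 probes did by limma with all 6 arrays (adjusted p = 0.138 for Ehmt1 and Asah1 and 0.141 for Efnb1, 2 arrays against 2). At an unadjusted p under 0.05 there were 1349 probes, 577 higher and 772 lower. Other low values were those of the ubiquitin ligase gene Cbl (at least 2.42-fold lower), the histone-binding gene Rbbp7 (at least 2.60-fold lower) and the cytoskeletal linker gene Dst (-1.59, SE 0.21). Other high values were those of Castor1, an arginine sensor (1.31, SE 0.23), Ube2e2, a ubiquitin-conjugating enzyme (1.21, SE 0.23), Nuak2, a kinase (1.14, SE 0.22), and Grina (95% interval 1.06 to 2.93). Probes of 1 gene disagreed in places. Other probes of Ehmt1 stood at 0.10 and 0.70, and for Rbbp7 the other bright probes stood at -2.71 and -2.40.

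The 2 n-HA arrays gave unlike counts when each stood alone. Calls from 1 n-HA array rest on the spread of the untreated and o-HA arrays, not on that between n-HA samples. With replicate 2 alone (without n-HA replicate 1), 1010 of 5893 probes passed, 434 higher and 576 lower, and without n-HA replicate 2 it was 3221 of 5959, 1597 higher and 1624 lower. Of the 5699 probes tested in both, 219 rose with each array alone (102.6 by chance if independent) and 455 fell with each (164.1 by chance), while 8 of those higher and 41 of those lower with replicate 2 passed the opposite way with replicate 1. Both sets share the untreated arrays, which adds to the overlap by an amount that was not estimated, so the excess cannot be read as a change common to the 2 arrays. With no normalization between arrays 1472 probes passed, all lower, and the median of all probes then lay at -0.35.

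Of what fell in n-HA replicate 2 alone, the largest changes were Ehmt1 (at least 3.55-fold lower, adjusted p = 4.02e-04, 1 array against 2) and Asah1 (-2.13, SE 0.23, adjusted p = 4.02e-04). The DNA repair gene Ung (-1.90), the cell cycle kinase gene Cdk2 (at least 2.70-fold lower), the actin-binding gene Svil (-1.96), Cbl (at least 2.49-fold lower), the lipid transfer gene Stard10 (-1.78), the phosphatase gene Ppm1b (at least 2.36-fold lower), Epb41l1 (-1.71) and a probe with no gene name (ILMN_1256883, -1.87) fell as well. The largest rises were the U6 small nuclear RNA Rnu6 (1.74, SE 0.34, adjusted p = 0.00527), Fam83f (1.48, SE 0.23, adjusted p = 0.00162), the chemerin receptor gene Cmklr1 (at least 2.25-fold), Npdc1 (1.43), the protocadherin gene Pcdh8 (1.42), Grina (1.41), Il17rc (1.35), Rpl24 (1.34), Efnb1 (1.33) and Kcp (1.32). In n-HA replicate 1, Npdc1 and Pcdh8 stood at -0.15 and -0.10 against untreated cells and Cmklr1 at 0.05. Of the 576 probes that fell, 279 (48.4%) were not detected in n-HA replicate 2. The other probes of the genes that fell were lower in 213 of 297 cases (71.7%), with a median of -0.27 against -0.89 for the probes that passed. The other probes of the genes that rose were higher in 53 of 104 cases (51.0%), with a median of 0.01 against 0.83. Ehmt1 had other detected probes at -0.05 and -0.17, and Ppm1b at 0.37 and 0.15. Glmp had 0.67 and -0.96, Il17rc 0.23 and 0.93 beside its highest probe, and Pcdh8 -0.18. All are differences from untreated cells with the values of all arrays.

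**Figure D4:**
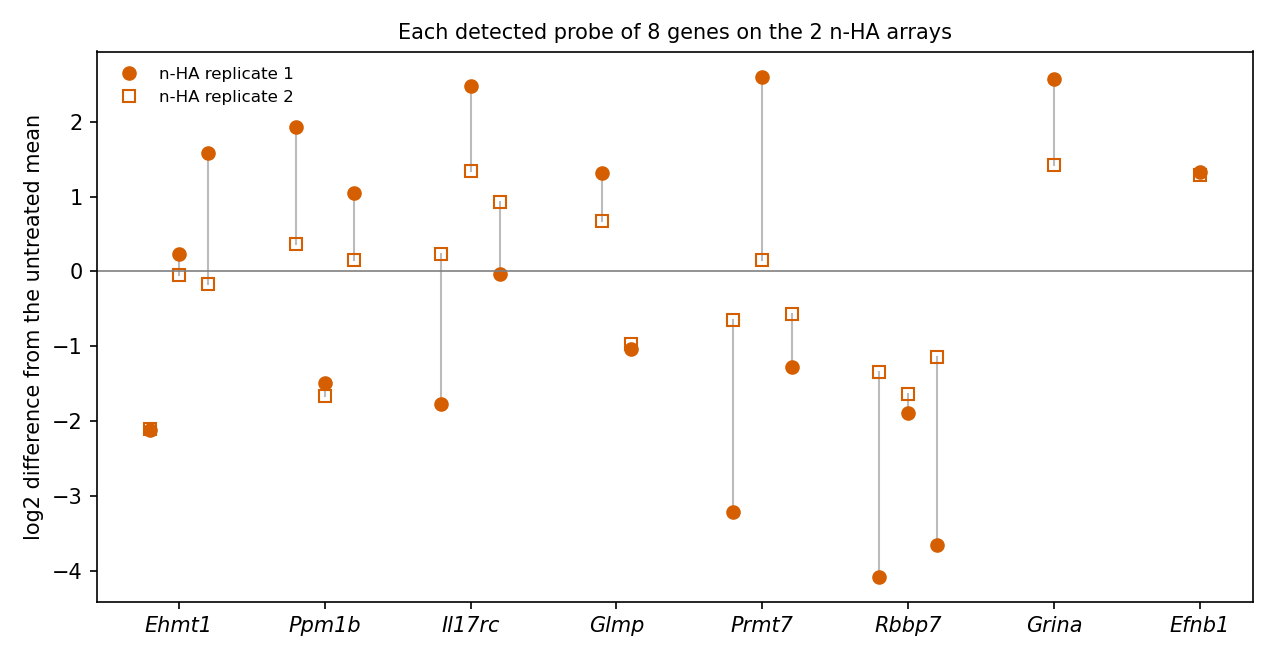
Difference from the untreated mean (log2) for each probe detected on at least 2 arrays of 8 genes, for n-HA replicate 1 and n-HA replicate 2. The probes of Rbbp7 are all lower on both arrays, while those of Ppm1b, Glmp and Prmt7 lie on both sides of 0 on each array, and those of Ehmt1 on n-HA replicate 1.

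No gene list passed for n-HA with all 6 arrays (lowest adjusted p = 0.377 by camera, 0.831 with an estimated correlation, 0.0692 by fry), and 0 genes of any list passed over all probes. Ribosomal genes had 27 higher and 22 lower (median 0.14, and -0.53 with no normalization, below the median of all probes), oxidative phosphorylation subunits 40 and 22 (median 0.21), and the hypertrophy and foetal programme 11 and 3. Fatty acid oxidation genes had 7 higher and 11 lower (median -0.31), glycolysis genes 5 and 9 (median -0.39), and cholesterol genes 1 and 7 (median -0.63). Adjusted over the list alone, 4 fatty acid oxidation genes were lower, as was 1 gene each of the cholesterol, NF-kB, cardiac transcription factor, apoptosis, Nrf2 and hypoxia lists. Cell cycle genes had 1 higher and 2 lower by that count, and the smooth muscle and leukocyte lists 1 and 1 each. Leaving out n-HA replicate 1, the ribosomal list rose (36 higher, 13 lower, median 0.29, adjusted p = 0.0245, 1 array against 2), but adjusted p = 0.980 with an estimated correlation. Over all probes 10 ribosomal genes were then higher and 2 lower, and 11 and 2 when adjusted over the list alone, among them Rpl24, Rps7 (1.04, SE 0.23), Rps27 (0.98, SE 0.22) and Rps20 (0.96, SE 0.21). Rps7 stood at -1.13 in n-HA replicate 1. In the model without n-HA replicate 1, where 1010 of 5893 probes passed, 3 of 13 glycolysis genes and 5 of 17 fatty acid oxidation genes fell over all probes, but neither list passed (adjusted p = 0.111 and 0.156, medians -0.39 and -0.24, 1 array against 2). The other lists with at least 3 such genes were oxidative phosphorylation (6 higher, 0 lower), calcium handling (3 and 4), sarcomere (1 and 4), cell cycle (2 and 3), heat shock (2 and 3), growth factors (0 and 3), p53 targets (2 and 1), smooth muscle (1 and 2) and mitochondrial ribosomal (1 and 2). The enolase gene Eno3 (-0.71), Aldoa (-0.99), the peroxisomal genes Decr2 (-1.40) and Pxmp2 (-1.11) and the pyruvate dehydrogenase kinase gene Pdk2 (-1.22) were among the glycolysis and fatty acid oxidation genes, and all but Aldoa were on the study's own n-HA list.

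Of the remaining lists, none that was tested passed for n-HA under either set of arrays. The pigment list was too small to test, as was the NF-kB list without n-HA replicate 1. With all 6 arrays, sarcomere genes had 11 higher and 11 lower (median -0.02, and 0.02 with cyclic loess normalization), calcium handling genes 9 and 6 (2 and 3 past the threshold when adjusted over the list alone), cardiac transcription factors 7 and 3, and cell cycle genes 12 and 14. Mitochondrial ribosomal proteins had 24 higher and 20 lower, p53 targets 7 and 4, apoptosis regulators 4 and 4, immediate early genes 5 and 3, and hyaluronan breakdown and binding genes 5 and 4. NF-kB targets had 2 higher and 3 lower, interferon-stimulated genes 3 and 7, growth factors and receptors 3 and 9, unfolded protein response genes 3 and 11, heat shock proteins 5 and 8, Nrf2 targets 5 and 5, hypoxia genes 3 and 7, and reference genes 3 and 7. Among markers of other cells, fibroblast genes had 6 higher and 4 lower, smooth muscle genes 3 and 4, endothelial genes 3 and 3, leukocyte genes 2 and 3, and pigment genes 4 and 0.

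Set directly against each other, the probes with the smallest p-values between o-HA and n-HA included Ehmt1, at least 3.04-fold higher with o-HA, and Asah1, higher by 2.17 (log2, 95% interval 1.46 to 2.89). A probe of the trafficking gene Syngr2 was at least 2.20-fold higher with o-HA, Chchd5 at least 2.41-fold and Mtfr1l at least 2.14-fold. Other detected probes of Ehmt1 stood at 0.15 and 0.11 with o-HA, against 0.10 and 0.70 with n-HA. Other probes of Syngr2 stood at 0.09 and 0.21 with o-HA, against -1.61 and -0.59 with n-HA. Each value is a difference from untreated cells. By contrast, Nuak2 stood at -1.05 (-1.59 to -0.52), Erich5 at -1.21 (-1.84 to -0.57) and the RNA helicase gene Dhx30 at least 2.33-fold lower. None of these passed (adjusted p = 0.275 for those higher and 0.298 for those lower, 2 arrays against 2). By limma 0 of 6194 probes did, with 876 at an unadjusted p under 0.05, 544 higher and 332 lower with o-HA. Probes with no gene name, ILMN_2528345 and ILMN_2588050, stood at -1.05 (SE 0.20) and -1.08 (SE 0.23). Without n-HA replicate 1 the count was 541, 334 higher and 207 lower, and without n-HA replicate 2 it was 3044, 1543 higher and 1501 lower. With no normalization it was 1193, all higher with o-HA.

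With n-HA replicate 2 alone as the n-HA group, Ehmt1 (at least 3.13-fold), Asah1 (1.90, SE 0.23, adjusted p = 0.00155, 2 arrays against 1), the calpain subunit gene Capns1 (at least 3.12-fold), the triglyceride synthesis gene Dgat2 (1.72), Syngr2 (at least 2.26-fold), Mlkl, which carries out necroptosis (at least 2.46-fold), the vesicle GTPase gene Rab8a, Rer1 (at least 2.01-fold), Mtfr1l (at least 2.19-fold) and Lhfp (1.57) were higher with o-HA. Those lower were Npdc1 (-1.57), Pcdh8 (-1.50), Ccdc189 (-1.49), AY074887 (-1.48), the acetylcholine receptor gene Chrnd (at least 2.19-fold), Fam83f (-1.39), Map3k20 (-1.37), Gm4736 (at least 2.02-fold), Hnrnpab (-1.34) and a probe with no gene name (ILMN_2597606, -1.35). In n-HA replicate 1 Mlkl stood at 0.35 against untreated cells, and a second probe of Rab8a at 1.73. That Rab8a probe stood at -0.22 on n-HA replicate 2 and at -0.14 with o-HA, so it showed little difference between them. The Ehmt1 bound is that of 1 probe. Other detected probes of Ehmt1 stood at 0.15 and 0.11 with o-HA, against -0.05 and -0.17 on n-HA replicate 2. The Syngr2 bound is likewise that of 1 probe. Its other probes stood at 0.09 and 0.21 with o-HA, against -0.71 and -0.20 on n-HA replicate 2. All these are differences from untreated cells with the values of all arrays. No list passed for this comparison under either set of arrays (lowest adjusted p = 0.374, and 0.327 without n-HA replicate 1). In the first case the 2 lists with the lowest p-value were fatty acid oxidation genes, 12 higher and 6 lower with o-HA, and cholesterol genes, 7 and 1.

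The other lists, with all 6 arrays, stood as follows for o-HA against n-HA. Sarcomere genes had 10 higher and 12 lower with o-HA, calcium handling genes 5 and 10, cardiac transcription factors 3 and 7, the hypertrophy and foetal programme 4 and 10, and cell cycle genes 11 and 15. Cytosolic ribosomal proteins had 22 higher and 27 lower, mitochondrial ribosomal proteins 21 and 23, oxidative phosphorylation subunits 25 and 37, and glycolysis genes 8 and 6. Interferon-stimulated genes had 8 higher and 2 lower, growth factors and receptors 9 and 3, NF-kB targets 3 and 2, immediate early genes 4 and 4, hyaluronan breakdown and binding genes 5 and 4, p53 targets 6 and 5, and apoptosis regulators 5 and 3. Unfolded protein response genes had 10 higher and 4 lower, heat shock proteins 7 and 6, Nrf2 targets 5 and 5, hypoxia genes 7 and 3, and reference genes 6 and 4. Fibroblast genes had 5 higher and 5 lower, smooth muscle genes 4 and 3, endothelial genes 2 and 4, leukocyte genes 2 and 3, and pigment genes 1 and 3. Adjusted over the list alone, 2 p53 targets and 1 gene each of the fatty acid oxidation, cholesterol, cell cycle and leukocyte lists were higher with o-HA.

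The genes fixed for report in every comparison were read from their brightest probe. Nppb stood at 0.94 (SE 0.25) with o-HA and 0.25 (SE 0.25) with n-HA, a difference of 0.68 (95% interval 0.06 to 1.30, adjusted p = 0.339, 2 arrays against 2). Nppa stood at 0.17 and 0.32 (SE 0.26), a difference of -0.15 (-0.77 to 0.47), and Myh6 at -0.68 and -0.37 (SE 0.22), a difference of -0.31 (-0.85 to 0.24). The hyaluronan receptor gene Cd44, detected on 3 of the 6 arrays, stood at -0.12 and -0.23 (SE 0.31), a difference of 0.12 (-0.63 to 0.86). Gapdh stood at -0.16 and -0.11 (SE 0.21), a difference of -0.05 (-0.56 to 0.46), and the brightest probe of Actb at 0.11 and -0.01 (SE 0.24), a difference of 0.11 (-0.47 to 0.70). The other bright probes of Actb stood at -0.09 and -0.26 with o-HA and at -1.16 and -1.82 with n-HA. On n-HA replicate 1 they stood at -2.59 and -2.96 against untreated cells and the brightest at 0.21.

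The 2 sets of fold changes against untreated cells ran together across probes, with a Pearson correlation of 0.562 and a Spearman correlation of 0.520 over 6194 probes, which are not independent replicates. Unchanged groups set against the same untreated arrays gave a mean correlation of 0.199 in simulations, and a covariance of 0.0180 against 0.102 in the data, a difference of 0.0838. Without n-HA replicate 1 the correlation was 0.464 against 0.411 simulated (highest 0.449), and the covariance 0.0631 against 0.0193. Of the 10 probes that rose with o-HA in that model 5 also rose with n-HA, where 0.737 would by chance, and all 14 that fell also fell with n-HA, where 1.37 would. Tnnc1 (-0.92), Sik1 (-1.06), Mcm10 (-1.17) and Tbx5 (-1.38) with n-HA replicate 2 were among them. Ccng1 (0.93), Ass1 (1.09) and Slc6a6 (1.12) were higher there too, whereas Renbp (0.11) and Tfrc (0.33) did not pass. Both comparisons use the same untreated arrays, which raises the overlap above that expected for independent sets by an amount that was not estimated, so the excess cannot be read as a shared effect.

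The study's own lists held 34 genes for n-HA and 56 for o-HA that had a probe here, among them Decr2, Pxmp2 and Tnnc1. In the authors' normalized values 34 of the former and 55 of the latter passed the fold and signal thresholds in at least 1 probe. With all 6 arrays 0 genes of either list passed over all probes. Adjusted over the list alone 32 of the n-HA genes were lower, and 0 of the o-HA genes passed. Leaving out n-HA replicate 1, each of the 34 n-HA genes had a probe that passed over all probes, in either direction, and 11 o-HA genes did. On the brightest probe 32 n-HA genes were lower and 0 higher. Ppm1b, which the study listed as higher, passed there through a probe that fell. Adjusted over the list alone all 56 o-HA genes did, 33 higher and 23 lower. These lists were chosen on the same samples, so none of this is independent evidence of their direction.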

Values the study reported

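The study gave the cells n-HA at 10 µg/mL, of 800–1200 kDa, or o-HA at 50 µg/mL, a 6-mer, for 24 h before harvest. It reported 35 differentially expressed genes with n-HA, of which 2 were up-regulated and 33 down-regulated. With o-HA it reported 63 genes. These genes passed a false discovery rate correction, a detection p-value under 0.05, a fold change of 1.5 in either direction and a minimum signal of 50. By real-time PCR it detected Has2 and Has3, but not Has1, in cardiomyocytes stimulated with PDGF-BB. For cultured fibroblasts and cardiomyocytes it also reported Has2, though not Has1, in controls as well as with each growth factor.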

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

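The 3 settings that leave out n-HA replicate 1 while changing something else, and the genes named without that array, were chosen after seeing the data. The other settings were fixed beforehand, and unless stated the cause of a difference was not tested.

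The count of probes changed with o-HA was 0 with all 6 arrays and stayed 0 under no background correction, cyclic loess, no normalization, the authors' values, an offset of 50, both other filters, a variance trend and the study's thresholds. At an unadjusted p under 0.05 limma gave 78 probes. It was 26 (12 higher, 14 lower) with array weights, 43 (25 and 18) with only the 2 groups compared, 43 (25 and 18) without n-HA replicate 1 on values normalized with it, and 19 (9 and 10) at the study's thresholds without that array. Leaving out 1 array each gave 0 to 24. For n-HA the count was 0 (1349 unadjusted), against 1472 with no normalization, 12 with no filter on dim probes and 8 with array weights, all lower. It was 1096 on values normalized with n-HA replicate 1 but fitted without it, 501 at the study's thresholds without it and 683 with the authors' values without it. Leaving out 1 array each gave 0 to 3221. For o-HA against n-HA it was 0 (876 unadjusted), against 1193 with no normalization and, in the same 3 settings without n-HA replicate 1, 627, 179 and 317, and 0 to 3044 leaving out 1 array each. With only the groups compared n-HA replicate 1 does not enter the o-HA model, which by construction narrows its error.

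For o-HA 2 lists passed, against 1 with no background correction, 0 with no normalization, 1 with the authors' values, 1 with an offset of 50, 1 with no filter, 1 with only probes detected on all 6 arrays, 4 with array weights, 4 with only the 2 groups compared and 4 without n-HA replicate 1 on values normalized with it. It was 0 with an estimated correlation, 0 by fry, and 0 to 4 leaving out 1 array each. For n-HA 0 lists passed, against 1 without n-HA replicate 1 on values normalized with it, 1 with the authors' values without it, and 0 to 1 leaving out 1 array each. For o-HA against n-HA it was 0 throughout. The correlation of the 2 sets of fold changes, 0.562, was 0.622 with no background correction, 0.596 with cyclic loess, 0.527 with the authors' values, 0.616 with an offset of 50, 0.512 with no filter and 0.624 with probes detected on all arrays. Without n-HA replicate 1 it was 0.470 on values normalized with it and 0.427 with the authors' values, and it ranged from 0.464 to 0.605 leaving out 1 array each.

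With replicate number as a block, 0 probes passed in each comparison (49, 1322 and 805 unadjusted, by limma) and 2, 0 and 0 lists, and the correlation was 0.562, so the block changed no call. Differences between replicates 1 and 2 correlated at -0.114 between untreated and o-HA, 0.153 between untreated and n-HA and -0.0449 between o-HA and n-HA, so the numbers were not taken to pair the samples.

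Of 988 values of named genes under the alternatives, 145 newly passed the threshold. With all 6 arrays no named gene had passed, so there was no call to reverse, and 26 values in 11 results had the other sign without passing. Signal over background limits the n-HA falls, since 279 of the 576 probes that fell without n-HA replicate 1 were not detected on the remaining n-HA array.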

Other observations

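All tests of explanations in this part were chosen after the results were seen.

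The cells expressed Mlana, which encodes a melanosome protein, at a mean log2 intensity of 10.33 in untreated cells (SD 0.03, n = 2), 11.17 with o-HA and 10.61 with n-HA. The pigment genes Tyr and Dct were detected on 0 arrays, and 2 of 14 pigment genes were detected in both untreated samples. Mlana stood at 0.82 with o-HA without n-HA replicate 1 (SE 0.17, adjusted p = 0.0553). Sln, an atrial inhibitor of the calcium pump, stood at -0.66 with o-HA (SE 0.17, adjusted p = 0.115) in that model and fell with n-HA replicate 2 (-0.64, SE 0.21, adjusted p = 0.0491, 1 array against 2). On n-HA replicate 1, Sln lay above untreated cells (log2 intensity 7.31 against a mean of 7.11). With n-HA replicate 2 the thick filament gene Mybpc3 also fell (-0.90, SE 0.22, adjusted p = 0.0127, 1 array against 2). Hyal2, a hyaluronidase gene, had mean log2 intensities of 5.57 in untreated and 5.85 in o-HA cells, and stood at 7.36 and 6.16 on n-HA replicates 1 and 2. Against untreated cells its n-HA value was 1.20 (SE 0.40, adjusted p = 0.189, 2 arrays against 2), and 0.62 (SE 0.22, adjusted p = 0.0655) without n-HA replicate 1, and neither passed.

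At the study's thresholds, with all 6 arrays, 0 probes passed for o-HA and 0 for n-HA by limma, with 78 and 1349 at an unadjusted p under 0.05. Both counts are lower than the values quoted from the study above, but they depend on the arrays in the model. With only the groups compared, 43 probes passed for o-HA by limma at the adjusted p threshold alone, and 0 for n-HA. At the study's thresholds without the outlying n-HA array, both counts were higher, as given above. That n-HA count rests on the remaining n-HA array. A different test was used here, because the program's own test could not be rerun. How much of the gap comes from the test was not tested.

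The first pattern is that n-HA replicate 1 lies far from the other 5 arrays. Its lower brightness was argued against as the cause, because among 545 bright probes its SD from the other arrays was 1.23 (95% interval 1.17 to 1.29), above the 0.977 over all probes, while the dimmer n-HA replicate 2 had 0.323 among bright probes. A change of single probes rather than of transcripts may make up much of the distance. The deviations of 2 probes of a gene correlated at only 0.196 (0.06 to 0.34, 227 genes), against 0.472 for o-HA fold changes. This takes both probes of a gene to read the same transcripts, which was not checked. Of 82 pairs with both probes far off, 62 (75.6%, 64.9 to 84.4) moved the same way. The share was set against an even split, which holds only if rises and falls are equally common. For the mean of the 2 n-HA arrays over all tested probes, 588 were over 2-fold lower and 334 higher. The balance of rises and falls on n-HA replicate 1 among these pairs was not counted. Without it the share cannot decide whether transcript levels differ as part of the distance. Whether the n-HA itself or this sample's handling lies behind the distance was not tested.

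The second pattern is that o-HA fold changes run along the difference between the 2 n-HA arrays (correlation 0.352). An effect on single probes common to n-HA replicate 1 and the o-HA arrays is a possible explanation, because the correlation was higher by 0.384 (0.29 to 0.48) within a probe than across 2 probes of a gene. A common change of transcripts read by both probes of a gene was argued against as the whole pattern. Across probes the correlation was 0.0679 (-0.04 to 0.17), where at least 0.361 was needed. A change of transcripts that only 1 of the 2 probes reads was not tested. Place on the chip cannot be told apart from group, and the correlation of the replicate differences (-0.0449) does not settle it.

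The third pattern is that o-HA and n-HA replicate 2 fold changes run together, as with Tnnc1 and Tbx5. Chance values of single probes on the shared untreated arrays were argued against as the whole pattern, since the fold changes still correlated at 0.270 (0.15 to 0.37) across 2 probes of a gene, against 0.657 within a probe. With 1 untreated array on each side the value was 0.258 (0.16 to 0.36). A common response to hyaluronan and a departure of the 2 untreated samples could each give this, and they cannot be told apart with these arrays. These readings are hypotheses found and tested on the same data.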
